A study of Mus musculus with 39 samples. Its data were reported in "The primitive endoderm supports lineage plasticity to enable regulative development" (2024).

How the data were processed

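CUT&Tag, in which an antibody directs a transposase to tag the DNA around a histone mark, was performed on mouse nEnd cultures sorted by FACS for OCT4-mCherry and PDGFRA. The 36 libraries covered 4 marks (H3K4me1, H3K27ac, H3K27me3 and H3K9me3), 3 populations (Oct4+, DP and Pdgfra+) and 3 replicates of each. The labels also name 3 IgG samples, which were not used here.

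The deposited files are peak lists that the authors called with SEACR in stringent mode, one per library against IgG, from BEDtools coverage of paired-end fragments. Each line of the deposited lists gives an interval, its total signal, its maximum signal and the interval of the maximum, with signal in units of fragment coverage summed over bases. All values were whole numbers and had not been scaled to depth. The aligner, the genome build and the tool versions were not given in the sources used here. The number of reads per library was not given either, so sequencing depth is unknown. A region without a listed peak can still carry the mark, and the enhancer states and population-specific regions rest on listed peaks alone. The number of listed peaks and the lowest total signal of a listed peak were reported in place of depth. Whether SEACR was run with its normalization on was not given in the sources used here, and the lowest total signal of a list may depend on that setting, on the IgG control or on depth. No model of signal was fitted. Signal was set side by side between libraries as the lowest total signals, in the thresholds of total signal, as the mean total signal that ranked the named regions and as the maximum signal on chromosome 9, none of it corrected for depth.

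The genome build was inferred by placing the peaks on GRCm38 with GENCODE vM21. Peaks overlapped a TSS in 46.0 to 73.2% of H3K27me3 and 18.5 to 77.1% of H3K27ac peaks, against 9.10 to 33.8% and 7.41 to 14.7% after a shift of 500 kb. For H3K4me1 the shares were 8.85 to 31.7% against 5.98 to 14.8%, and for H3K9me3 4.07 to 7.35% against 5.40 to 8.25%. Promoters ran from 1 kb upstream to 100 bp downstream of an annotated TSS. Repeat shares used the soft-masked sequence, of which 36.4% was masked.

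Overlaps were computed in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, checked against bedtools 2.31.1, and plotted with Matplotlib 3.10.9. Pairs of libraries were compared by the base-pair Jaccard index (shared bases over bases covered by either). Consensus regions were merged intervals with a peak in at least 2 of the 3 libraries of a population. Population-specific regions were merged over all 9 libraries of a mark and had a peak in 3 of 3 libraries of 1 population and in 0 of 6 others.

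Enhancer states were given to H3K4me1 peaks outside promoters by overlap with the consensus regions of the same population: active with H3K27ac, bivalent with H3K27me3, both, or primed with no listed region of either. DP consensus H3K4me1 regions of each class were then searched for peaks of every Oct4+ and Pdgfra+ library. For lineage lists and single loci, 1 TSS per gene was used, at the annotated start of the gene, and further TSS of the same gene were not searched. For the lists, the share of genes with a peak within 20 kb of the TSS was taken minus the same share of all 21911 protein-coding genes. Mark co-occurrence was the share of a library's peaks overlapping the consensus regions of another mark in the same population, beside 20 random placements on the same chromosomes. Motifs were searched on both strands of 400 bp windows: OCT4-SOX2 (CATTGTNATGCAAAT) and OCT4-SOX17 (CATTGTATGCAAAT) with up to 2 mismatches, and STAT (TTCCNGGAA), GATA (WGATAAG), TFAP2 (GCCYSRGGC) and AP-1 (TGASTCA) without any.

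The genes and regions named were fixed by a rule set in advance. Loci read one by one were those that the text of the paper discusses for these marks: Nanog, Pou5f1, Dppa3, Tfcp2l1, Esrrb, Col4a1, Col4a2, Tfap2c, Eomes and Gata2. The lists held 25 genes each, all of them annotated: pluripotency (among them Nanog, Pou5f1, Sox2, Esrrb, Klf4 and Zfp42), endoderm (among them Gata6, Gata4, Sox17, Sox7, Foxa2 and Col4a1) and trophectoderm (among them Cdx2, Gata3, Tfap2c, Eomes, Elf5 and Krt8). For H3K4me1 and H3K27ac, the 2 population-specific regions with the highest mean total signal were named for each population. The interval on chromosome 9 was outside this rule.

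The library was the unit of every test. For enhancer states and co-occurrence, the 3 libraries of a population were set against the same consensus regions of the partner mark. Their SD and p-values therefore leave out the spread between libraries of the partner mark. The 3 populations were compared by an exact permutation test of the one-way F statistic over all 1680 assignments of 9 libraries, two-sided by construction, with a smallest possible p of 0.00357. Pairs of populations were compared by an exact two-sided permutation test over 20 splits, with a smallest possible p of 0.10. Concordance was tested one-sided over all 280 partitions of 9 libraries into sets of 3. Adjusted p-values follow Benjamini and Hochberg within each family, with a threshold of 0.05: 12 tests for peaks per library, 4 for concordance, 4 for DP similarity, 4 for enhancer states, 12 for DP classes, 9 for gene lists, 12 for motifs and 12 for co-occurrence. Counts of consensus and population-specific regions had no test, and the population-specific counts were set beside 100 splits of the libraries, the real one included.

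The comparisons were tested on simulated data. With 400 regions planted per population among 5206 and found with a probability of 90% per library, between 73.25 and 76% were counted as population-specific, against 72.9% from the planted probability. The permutation test gave p under 0.05 in 4.5% of 2000 draws without a difference, and in 94.95% of 2000 draws with 1 population shifted by 4 SD. The motif search found 100% of the matches planted in a random part of 2000 simulated sequences. Planted matches held no mismatch.

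Alternatives were run one at a time. They comprised merging peaks within 1 kb, autosomes only, peaks above the median total signal of the mark, equal numbers of peaks per library (1074 for H3K4me1, 3079 for H3K27ac, 1143 for H3K27me3 and 5322 for H3K9me3, by total signal), the 50% of each list with the highest total signal, an overlap of at least 50%, consensus from at least 1 or from all 3 libraries, promoters of 2 kb either side, 5 and 50 kb from the TSS, 200 bp windows, 1 mismatch, the replicate number as a block, and leaving out each replicate number in turn. A common threshold of total signal within a mark (14106 for H3K4me1, 28044 for H3K27ac, 52608 for H3K27me3 and 8993 for H3K9me3) and the share of a DP class relative to all DP H3K4me1 regions were chosen after seeing the data.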

Results

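Peak lists of 36 CUT&Tag libraries were examined, covering H3K4me1, H3K27ac, H3K27me3 and H3K9me3 in 3 populations of naive extra-embryonic endoderm (nEnd) with 3 replicates each. The populations were sorted as OCT4-mCherry-positive (Oct4+), positive for OCT4-mCherry and PDGFRA (DP), or PDGFRA-positive (Pdgfra+). Sequencing depth was not given in the sources used here, and most comparisons were of the presence or absence of a listed peak. Values are mean ± SD over 3 libraries, given in the order Oct4+, DP, Pdgfra+.

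The number of peaks differed widely between libraries, from 1074 (H3K4me1, Pdgfra+ replicate 2) to 65131 (H3K27ac, Oct4+ replicate 2). H3K27ac lists held 37441 ± 28297, 8760 ± 4962 and 5594 ± 1329 peaks (exact omnibus permutation p = 0.0857, adjusted p = 0.414 over the 12 tests of peak number, covered length and median width), covering 110 ± 84.8, 37.5 ± 22.8 and 24.0 ± 2.44 Mb (exact p = 0.168, adjusted p = 0.504). Among the alternatives, a threshold of total signal common to all H3K27ac lists (28044) moved this most, and the Oct4+ minus Pdgfra+ gap changed from 31848 to -2285 peaks. H3K4me1 lists held 9209 ± 6158, 9193 ± 4185 and 4472 ± 5334 peaks (exact p = 0.457, adjusted p = 0.596), H3K27me3 lists 3454 ± 2124, 6296 ± 2439 and 3378 ± 2547 (exact p = 0.268, adjusted p = 0.596) and H3K9me3 lists 22314 ± 7873, 17786 ± 7978 and 16134 ± 12599 (exact p = 0.707, adjusted p = 0.771). At the common threshold the H3K9me3 gap between Oct4+ and Pdgfra+ also changed sign, from 6180 to -6722 peaks. That change rested on Pdgfra+ replicate 1, whose lowest total signal is the threshold. Peaks left in replicates 1 to 3 numbered 29970, 3401 and 10013 in Pdgfra+, against 9718, 9979 and 3522 in Oct4+. With all peaks and 1 replicate left out, the H3K9me3 gap ran from 475.5 to 9320. The smallest p that 9 libraries in 3 groups could reach was 0.00357.

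The median width of H3K9me3 peaks rose from 2133 ± 139 bp in Oct4+ to 2668.5 ± 34.9 bp in DP and 3213 ± 233 bp in Pdgfra+ (exact permutation p = 0.00357, adjusted p = 0.0429), the only one of the 12 measures past the adjusted threshold of 0.05. The gap of 1080 bp fell to 176 bp once all lists were held to a common minimum of total signal (exact p = 0.211, adjusted p = 0.779). The lowest total signal of a listed peak itself differed between populations. For H3K9me3 it lay at 3752 to 4609 in Oct4+, 6021 to 6596 in DP and 7633 to 8993 in Pdgfra+, and for H3K27ac at 5460 to 6021, 13683 to 14586 and 8736 to 28044. The median width of H3K27ac peaks was 2553 ± 152, 3659 ± 179 and 3975 ± 1090 bp (exact p = 0.104, adjusted p = 0.414). Median widths of H3K4me1 (2573 ± 358, 2973 ± 1186 and 2077 ± 439 bp) and H3K27me3 (4963 ± 2188, 7502.5 ± 3435 and 4657 ± 3155 bp) and the covered lengths of H3K4me1, H3K27me3 and H3K9me3 had adjusted p of 0.596 to 0.961 by the same exact test.

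**Figure D1:**
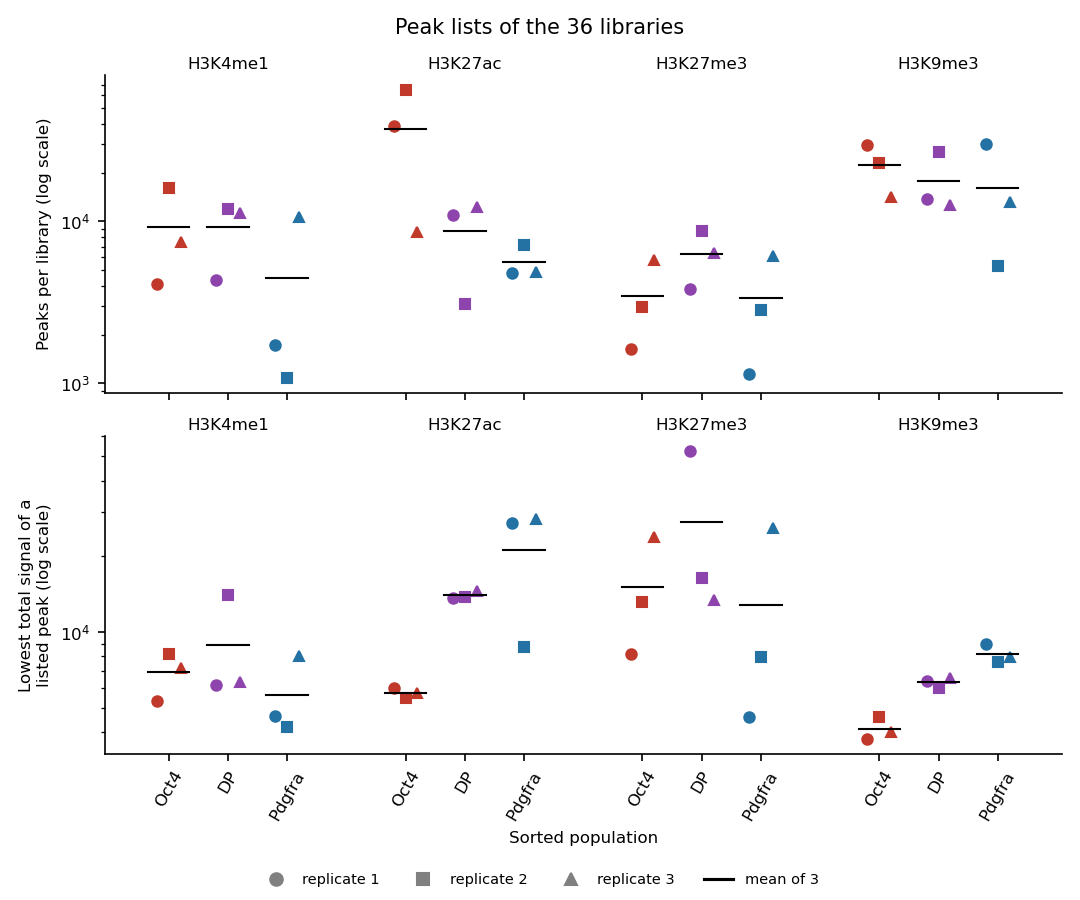
Peaks per library (top) and the lowest total signal of a listed peak (bottom) for each mark and population, on logarithmic axes, with replicates as separate markers and their mean as a line. Numbers of peaks ran from 1074 to 65131 and lowest total signals from 3752 to 52608.

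Location relative to genes and repeats was described without a test. Promoters held 30.0 ± 13.2, 66.9 ± 5.01 and 72.2 ± 4.95% of H3K27ac peaks, 20.5 ± 3.42, 23.8 ± 9.08 and 16.0 ± 5.12% of H3K4me1 peaks, 71.8 ± 4.5, 60.3 ± 12.1 and 51.6 ± 3.01% of H3K27me3 peaks and 6.18 ± 0.402, 7.83 ± 0.208 and 8.80 ± 0.375% of H3K9me3 peaks. Repeats made up 46.3 ± 1.5, 37.4 ± 2.02 and 34.9 ± 0.606% of the sequence under H3K9me3 peaks, against 36.4% of the genome.

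Averaged over the populations, replicates shared more of their peaks than libraries of different populations did. Over the 144 pairs of libraries of the same mark, the base-pair Jaccard index ran from 0.0135 to 0.487. It averaged 0.190 within and 0.102 between populations for H3K4me1 (one-sided exact permutation p = 0.00714, adjusted p = 0.0190 over 4 tests), 0.288 and 0.198 for H3K27ac (p = 0.0143, adjusted p = 0.0190), 0.271 and 0.189 for H3K27me3 (p = 0.0357, adjusted p = 0.0357) and 0.293 and 0.197 for H3K9me3 (p = 0.0107, adjusted p = 0.0190). Single populations departed from the average. The H3K27ac index of DP with Pdgfra+ libraries (0.351) was above that within Oct4+ (0.155) and within DP (0.297), and the index within Pdgfra+ was below that of DP with Pdgfra+ for H3K4me1 (0.0985 and 0.137), H3K27me3 (0.118 and 0.203) and H3K9me3 (0.200 and 0.230). With equal numbers of peaks this last order held for H3K27me3 (0.143 and 0.205) and turned round for H3K4me1 (0.141 and 0.132) and H3K9me3 (0.271 and 0.263). For H3K27ac the index within Pdgfra+ was above that of DP with Pdgfra+ with all peaks (0.411 and 0.351) and below it with equal numbers (0.384 and 0.399). The H3K27me3 excess of 0.0815 moved most and rested on single replicates, at 0.00924 without replicate 2 and 0.183 without replicate 3. With 50% reciprocal overlap, as a share of matched peaks and not a Jaccard index, the excess was 0.0593 (adjusted p of the exact test 0.168). For H3K27ac the excess of 0.0893 dropped to 0.0280 without replicate 1.

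The difference in nearness of DP to the other two populations was largest in H3K27ac. The mean H3K27ac Jaccard index of DP with Oct4+ was 0.129 and with Pdgfra+ 0.351 (difference -0.222, two-sided exact permutation p = 0.10, the smallest that 3 against 3 libraries can reach, adjusted p = 0.40 over 4 tests). With 50% reciprocal overlap the difference was -0.319, its largest change, but as a share of matched peaks and not a Jaccard index. Every DP and Pdgfra+ pair (0.321 to 0.394) lay above every DP and Oct4+ pair (0.0430 to 0.175). The differences for H3K4me1 (-0.0179), H3K27me3 (0.0145) and H3K9me3 (-0.00668) all had an adjusted p of 0.90 by the same exact test. With equal numbers of peaks the H3K9me3 difference was -0.0635 (two-sided exact p = 0.10, adjusted p = 0.20), and every DP and Pdgfra+ pair (0.220 to 0.318) then lay above every DP and Oct4+ pair (0.168 to 0.213). Restricted to 851 peaks outside promoters per library, the H3K27ac indices were 0.0646 with Oct4+ and 0.292 with Pdgfra+.

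**Figure D2:**
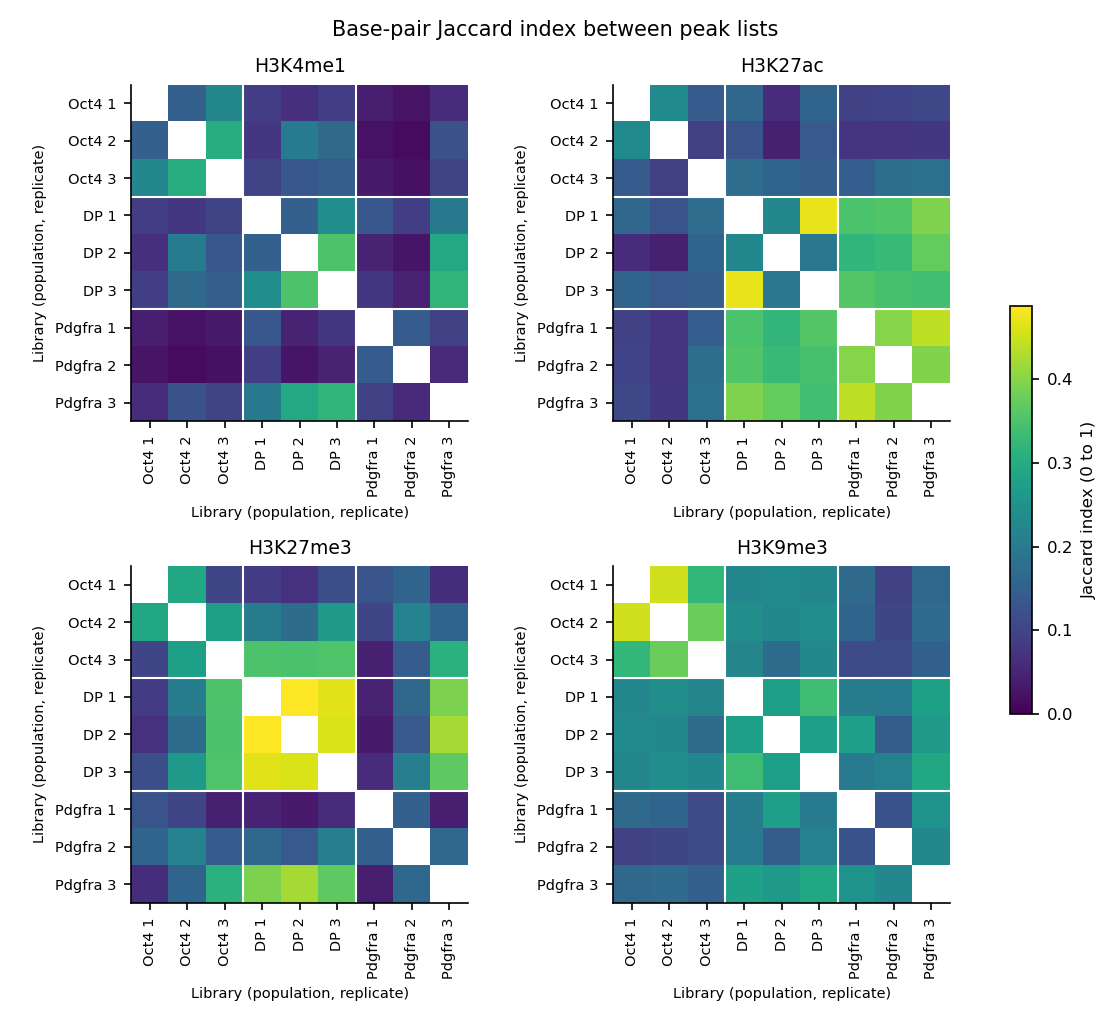
Base-pair Jaccard index between the 9 libraries of each mark, ordered by population and replicate. The highest index of any pair was 0.487, and for H3K27ac the DP and Pdgfra+ pairs averaged 0.351 against 0.129 for the DP and Oct4+ pairs.

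Regions with a peak in at least 2 of the 3 libraries of a population numbered 7234, 8068 and 2079 for H3K4me1, 23570, 8821 and 5037 for H3K27ac, 2734, 5247 and 2274 for H3K27me3 and 19682, 13653 and 11190 for H3K9me3. These counts were not tested. By ratio, the H3K4me1 count of Pdgfra+ moved most, to 17 at the common threshold of total signal. At that threshold 716, 3132 and 3330 H3K27ac and 7374, 6517 and 8855 H3K9me3 regions were left, with Pdgfra+ highest for both marks. With every list held to the same number of peaks, the H3K27ac counts were 2496, 2837 and 2843, and the H3K4me1 counts 819, 839 and 760.

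Regions present in all 3 libraries of 1 population and in none of the other 6 were mostly found in Oct4+ for H3K4me1, H3K27ac and H3K9me3 and in DP for H3K27me3. For H3K4me1 there were 1005, 234 and 15 such regions, for H3K27ac 2421, 10 and 0, for H3K27me3 61, 210 and 6, and for H3K9me3 2561, 74 and 108. DP and Pdgfra+ together, without Oct4+, held 141 H3K4me1, 86 H3K27ac, 40 H3K27me3 and 313 H3K9me3 regions, against 122, 20, 101 and 287 for DP and Oct4+ together. Oct4+ and Pdgfra+ without DP shared 1, 0, 1 and 4. Of the merged regions, 43.2% (H3K4me1), 65.8% (H3K27ac), 36.9% (H3K27me3) and 43.3% (H3K9me3) had a peak in 1 library only. The H3K27ac total of 2431 over the 3 populations moved most without replicate 3, to 14839. With equal numbers of peaks per library, 158, 43 and 43 H3K4me1, 473, 11 and 13 H3K27ac, 91, 67 and 26 H3K27me3 and 866, 84 and 187 H3K9me3 regions were found in 1 population, so that the order of Oct4+ and DP turned round for H3K27me3. DP and Pdgfra+ together then held 58, 456, 33 and 382 regions of these marks, against 14, 2, 21 and 92 for DP and Oct4+ together.

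The 2 population-specific regions with the highest mean total signal were named for each population. For H3K27ac in Oct4+ these were chr12:86496147-86515151 over an Esrrb exon (total signal 91070 ± 27460) and chr12:87308705-87332363 at a promoter and overlapping Sptlc2 (88890 ± 39159). In DP they were chr19:30512860-30518136, 34.2 kb from the Dkk1 transcription start site (TSS, 28332 ± 12775), and chr15:75703123-75707338 at the Rhpn1 promoter (22233 ± 7243). No H3K27ac region was specific to Pdgfra+. For H3K4me1, chr1:132190963-132204788 at a promoter and overlapping Lemd1 (58943 ± 29693) and chr4:137764979-137780447 in an Alpl intron (55323 ± 45070) were specific to Oct4+. Specific to DP were chr15:75697937-75710407 at the Rhpn1 promoter (40954 ± 33556) and chr13:73452782-73461161, 10.2 kb from the Lpcat1 TSS (37875 ± 32865). The Pdgfra+ regions for H3K4me1 were chr7:45677304-45683151 at a promoter and overlapping Sec1 (19742 ± 22717) and chr7:19545892-19549380 in a Ppp1r37 intron (14994 ± 13133). A promoter could be that of any annotated transcript. The nearest gene start was that of Ism2 for the Sptlc2 region, AC124108.1 for the Lemd1 region and Ntn5 for the Sec1 region. The ranking used total signal not scaled between libraries, so libraries with high signal weighed most: in the order of replicates, total signal was 7980, 97709 and 60281 at the Alpl, 7347, 72662 and 33616 at the Lpcat1, 7660, 5619 and 45946 at the Sec1 and 7397, 7427 and 30159 at the Ppp1r37 region. The differences in signal at these regions were not tested.

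H3K4me1 peaks outside promoters were divided by the H3K27ac and H3K27me3 regions of the same population. All 3 libraries of a population met the same regions, so SD and p-values leave out the spread of H3K27ac and H3K27me3 libraries. Bivalent peaks (H3K27me3 without H3K27ac) made up 2.15 ± 0.393% in Oct4+, 4.39 ± 0.711% in DP and 0.669 ± 0.148% in Pdgfra+ (exact omnibus permutation p = 0.00357, adjusted p = 0.00714 over 4 tests), and peaks with both marks 0.662 ± 0.0939, 0.889 ± 0.0790 and 0.113 ± 0.0854% (exact p = 0.00357, adjusted p = 0.00714). DP also had the most H3K27me3 regions. For all H3K4me1 peaks, overlap with H3K27me3 regions relative to random placement was highest in Oct4+ (ratios 3.06, 1.96 and 0.677, not tested). Holding every library to the same number of peaks moved the bivalent share most, reducing the DP minus Pdgfra+ gap from 3.72 to 0.747 points (adjusted p of the exact test 0.229). The gap of 0.776 points for both marks became 0.593 there (adjusted p of the exact test 0.143), and was 1.59 with regions from at least 1 library and 0.193 with regions from all 3. Primed peaks (no listed region of either mark) made up 39.1 ± 7.49, 60.1 ± 6.41 and 62.0 ± 12.6% (exact p = 0.0393, adjusted p = 0.0524) and active peaks (H3K27ac without H3K27me3) 58.1 ± 7.64, 34.6 ± 7.08 and 37.2 ± 12.7% (exact p = 0.0607, adjusted p = 0.0607). With regions from at least 1 library, the active (adjusted p of the exact test 0.0464) and primed shares (adjusted p = 0.0429) fell below 0.05 as well. With equal numbers of peaks, the active gap between Oct4+ and DP fell from 23.5 to 0.982 points and the primed gap between Pdgfra+ and Oct4+ from 22.9 to 3.52 points (adjusted p of the exact test 0.896 for each). Between pairs of populations, no exact two-sided p could go below 0.10.

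At the level of regions found in at least 2 libraries, 3348 of 5456 H3K4me1 regions outside promoters were active in Oct4+, 1850 of 5591 in DP and 692 of 1686 in Pdgfra+. Primed regions numbered 1975, 3400 and 981, and bivalent regions 101, 284 and 11. H3K9me3 overlapped 319 (5.85%), 275 (4.92%) and 48 (2.85%) of these H3K4me1 regions. H3K9me3 regions outside promoters numbered 18137, 12302 and 9870.

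The DP classes were next followed into the other two populations. H3K27ac peaks lay at 35.4 ± 20.6% of the 3400 primed DP regions in Oct4+ libraries and at 2.73 ± 0.958% in Pdgfra+ libraries (two-sided exact permutation p = 0.10, adjusted p = 0.60 over 12 tests, none past the threshold). The DP libraries themselves, whose H3K27ac regions define the class, had peaks at 9.70 ± 8.39% of it with all peaks and at 0.539% with equal numbers. At bivalent DP regions the shares were 27.1 ± 21.9 and 2.70 ± 1.42% (exact p = 0.10, adjusted p = 0.60), at active DP regions 54.5 ± 23.6 and 55.2 ± 4.06% (exact p = 1, adjusted p = 1). Equal numbers of peaks moved the primed difference most, from 32.7 to 6.67 points (7.42 ± 1.41 against 0.755 ± 0.528%). At bivalent regions the shares were then 3.52 ± 1.96 and 1.17 ± 0.886%. Single libraries overlapped there, with 3.17, 5.63 and 1.76% in Oct4+ and 2.11, 0.352 and 1.06% in Pdgfra+. The active difference of -0.667 was -17.0 points with equal numbers (19.5 ± 3.4 against 36.5 ± 3.58%) and moved most, to -19.7 points, with regions from all 3 libraries. With the 50% of peaks of highest total signal, the active difference was 8.99 points. Relative to all DP H3K4me1 regions, H3K27ac at primed regions stood at 0.826 ± 0.0892 in Oct4+ and 0.131 ± 0.0347 in Pdgfra+ libraries. H3K27me3 lay at 20.7 ± 16.0 and 21.2 ± 23.8% of bivalent DP regions in Oct4+ and Pdgfra+ (exact p = 1, adjusted p = 1), with replicate 3 highest in both (8.10, 15.1 and 38.7% against 1.06, 15.1 and 47.5%), and the difference of -0.587 points was 3.52 without it. The remaining differences between Oct4+ and Pdgfra+ libraries, for H3K4me1, H3K27me3 and H3K9me3, lay between -9.37 (H3K4me1 at active regions) and 8.69 points (H3K4me1 at bivalent regions), with adjusted p of 0.80 to 1 by the exact test.

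**Figure D3:**
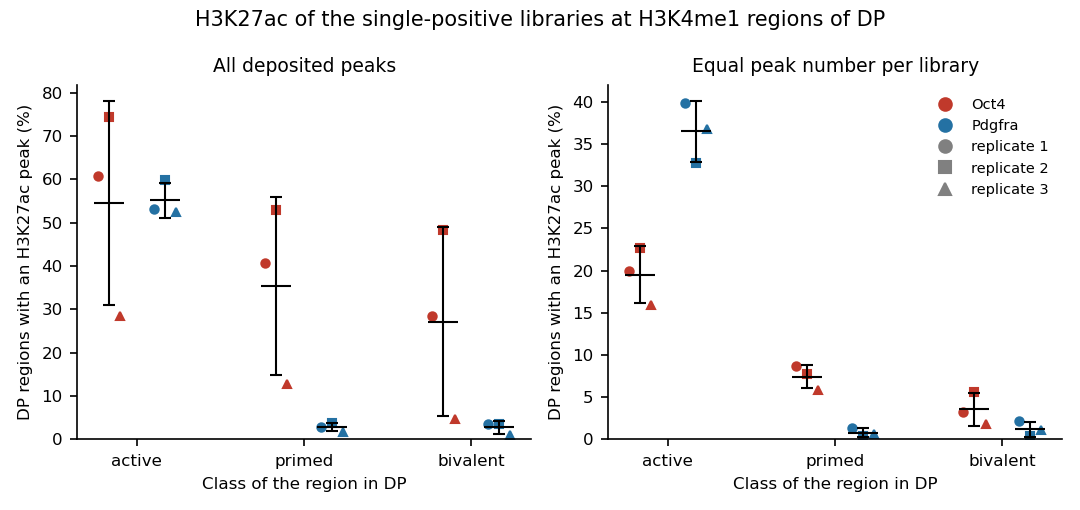
H3K27ac of Oct4+ and Pdgfra+ libraries at active, primed and bivalent DP H3K4me1 regions, with all peaks (left) and with equal numbers of peaks (right). At primed regions the means were 35.4 and 2.73% with all peaks and 7.42 and 0.755% with equal numbers.

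Peaks within 20 kb of a TSS were compared between 3 lists of 25 lineage genes and all 21911 protein-coding genes. The excess of H3K4me1 at endoderm genes was 16.1 ± 0.281, 48.4 ± 0.879 and 30.9 ± 13.2 percentage points (exact omnibus permutation p = 0.00357, adjusted p = 0.0321), the only one of 9 tests past the threshold. Within 5 kb of the TSS, the alternative that moved it most, the DP minus Oct4+ gap fell from 32.3 to 7.23 points (adjusted p of the exact test 0.243). H3K4me1 at pluripotency genes was in excess by 38.8 ± 4.61, 44.4 ± 7.58 and 8.28 ± 7.71 points (exact p = 0.0143, adjusted p = 0.0514). For H3K27ac the excess was 33.1 ± 16.3, 5.59 ± 8.94 and -1.96 ± 12.5 points at pluripotency genes and -5.52 ± 10.7, 26.9 ± 7.93 and 28.7 ± 5.54 points at endoderm genes (exact p = 0.0250, adjusted p = 0.0514 for each). H3K27me3 at endoderm genes was in excess by 36.6 ± 6.25 points in Oct4+ and below the genome share in DP (-10.8 ± 4.38) and Pdgfra+ (-12.2 ± 7.33; exact p = 0.0286, adjusted p = 0.0514). These 4 values passed the threshold with the 50% of peaks of highest total signal (adjusted p of the exact test 0.0386 each) and not within 5 kb of the TSS (0.0750 each), and within 50 kb the Oct4+ minus Pdgfra+ gap for H3K27ac at pluripotency genes fell from 35.1 to 19.4 points (adjusted p of the exact test 0.395).

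H3K27me3 at pluripotency genes was close to the genome share in all populations (-2.03 ± 2.12, -2.84 ± 4.38 and -2.87 ± 3.33 points; exact p = 0.946, adjusted p = 0.946). At trophectoderm genes the excess was 36.6 ± 4.12, 37.2 ± 6.27 and 26.5 ± 12.8 points for H3K27me3 (exact p = 0.304, adjusted p = 0.455), 29.4 ± 6.19, 21.7 ± 8.82 and 16.3 ± 14.9 points for H3K4me1 (exact p = 0.432, adjusted p = 0.556, but 0.0214 with equal numbers of peaks, where the gap was 8.98 points) and 7.81 ± 11.6, 9.59 ± 4.31 and 11.4 ± 6.99 points for H3K27ac (exact p = 0.90, adjusted p = 0.946).

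**Figure D4:**
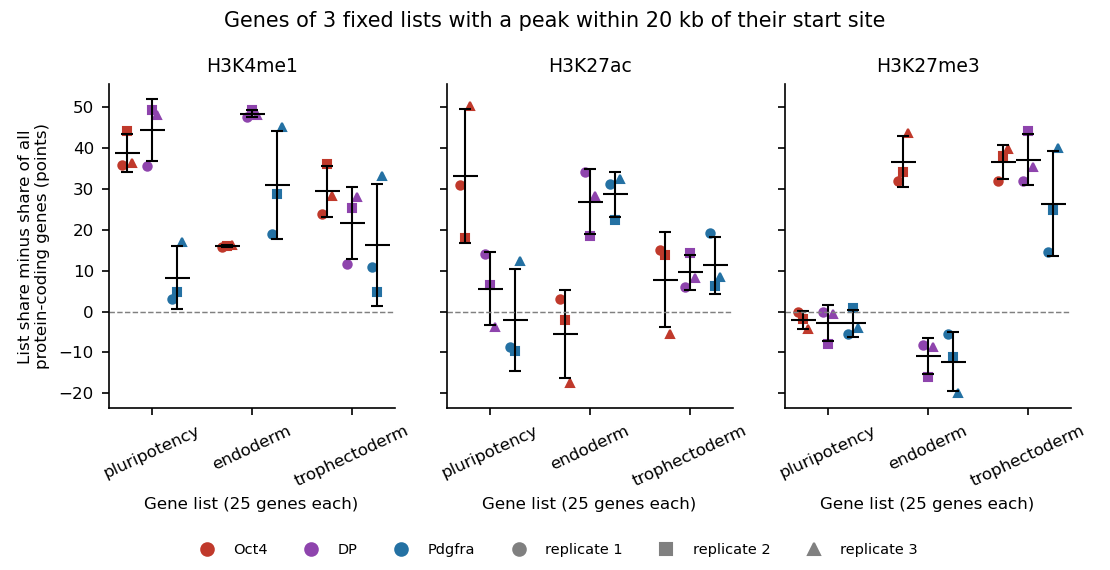
Excess of genes with a peak within 20 kb of the TSS over all protein-coding genes, for H3K4me1, H3K27ac and H3K27me3 and 3 lineage lists, as mean ± SD with replicates as points. H3K27me3 at endoderm genes averaged 36.6, -10.8 and -12.2 points.

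Single loci were read as the number of libraries (of 3) with a peak. Upstream of Nanog, an H3K4me1 region at chr6:122659564-122670895 (-47.9 to -36.6 kb from the TSS) was found in 3 Oct4+, 3 DP and 1 Pdgfra+ libraries, and a region at chr6:122701304-122704623 (-6.19 to -2.87 kb) in 3, 2 and 1. H3K27ac lay at chr6:122661664-122665111 (-45.8 to -42.4 kb) and chr6:122698085-122710983 (-9.40 to 3.5 kb) in 3 Oct4+ libraries and in no DP or Pdgfra+ library. At the first region, total signal was 10576, 11470 and 5758 in Oct4+ replicates 1 to 3. The lowest listed total signal was 13683 in DP, and 27115 and 28044 in Pdgfra+ replicates 1 and 3. Signal of that size could go unlisted there, so absence was not shown. Peaks at the second region reached 66965, 41366 and 14283 in Oct4+ replicates 1 to 3. Over the Pou5f1 promoter, H3K4me1 (chr17:35495197-35509924) was found in 3, 3 and 1 libraries and H3K27ac (chr17:35498824-35510129) in 3, 1 and 1.

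**Figure D5:**
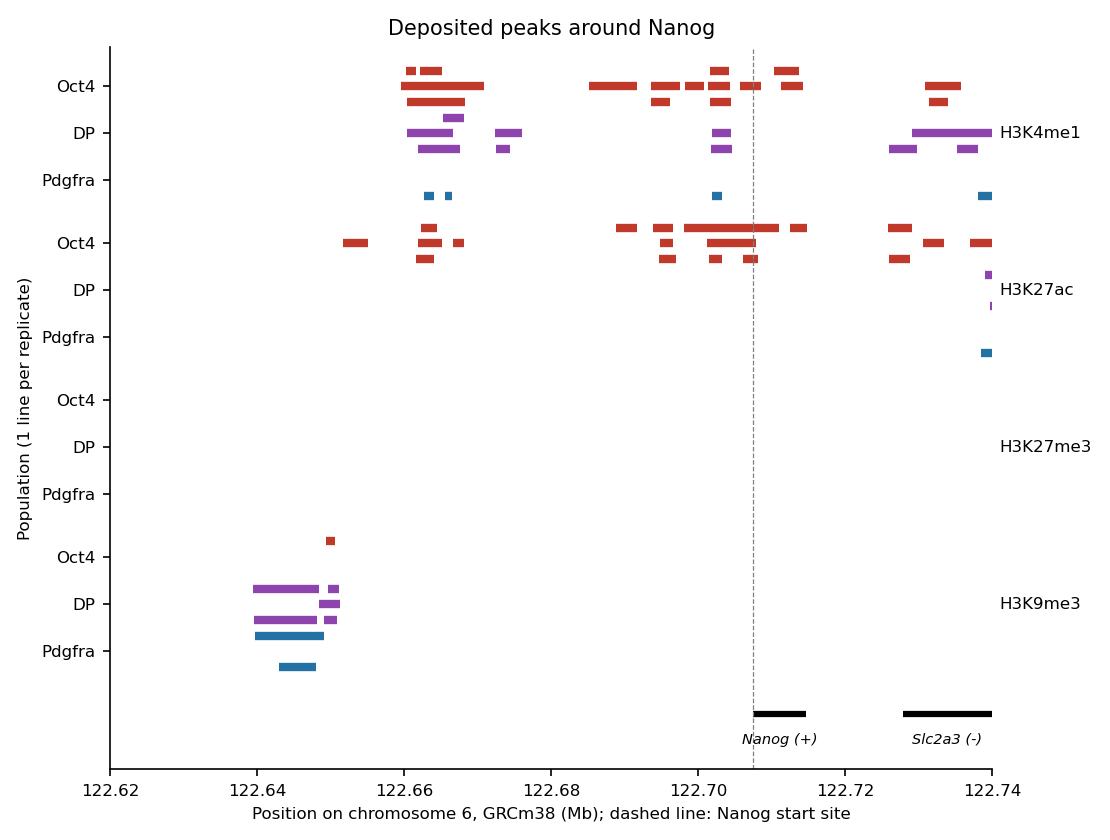
Peaks of all 36 libraries around Nanog and Slc2a3 on chromosome 6, by mark, population and replicate. H3K27ac between 122661664 and 122665111 was present in 3 Oct4+ libraries and in 0 DP and 0 Pdgfra+ libraries. Its total signal in Oct4+ (5758 to 11470) was below the lowest listed in DP (13683).

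Within 20 kb of the Dppa3 TSS, H3K4me1 was found in 3, 3 and 0 libraries, H3K27ac in 3, 0 and 0, H3K27me3 in 3, 2 and 2 and H3K9me3 in 2, 3 and 3. Near Tfcp2l1, H3K4me1 was found in 3, 3 and 0 and H3K27ac in 3, 2 and 1. No library had H3K4me1 or H3K27ac within 20 kb of the start of the Esrrb gene, where H3K27me3 was found in 2, 3 and 1. The H3K27ac region over an Esrrb exon in 3 Oct4+ libraries was 145 kb from that start, and further TSS of the gene were not searched. Col4a1 and Col4a2, which lie head to head, had H3K4me1 in 3, 3 and 3 libraries and H3K27ac in 2, 3 and 3, while H3K27me3 (chr8:11308601-11317987) was found in 3 Oct4+ libraries only. Near Tfap2c, H3K27me3 was found in 2, 3 and 3, H3K4me1 in 3, 2 and 0 and H3K27ac in 2, 0 and 0. Eomes had H3K4me1 in 3, 3 and 1, H3K27me3 in 2, 2 and 1 and H3K9me3 in 3, 3 and 1, and H3K27ac at chr9:118494643-118498798 in 3 DP libraries only. At Gata2, H3K27me3 was found in 3, 3 and 3, H3K4me1 in 2, 3 and 2 and H3K27ac in 1, 0 and 0.

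Sequence motifs were counted in 400 bp windows centred on the maximum of each peak, with windows shifted by 5 kb as background. OCT4-SOX2 matches were found in 1.24 ± 0.0419, 0.524 ± 0.0773 and 0.275 ± 0.0822% of H3K4me1 peaks (background 0.403, 0.331 and 0.292%; exact omnibus permutation p = 0.00357, adjusted p = 0.0214 over 12 tests, 5 of them past the threshold). Allowing 1 mismatch instead of 2 moved this most, with the Oct4+ minus Pdgfra+ gap falling from 0.961 to 0.0717 points (adjusted p of the exact test 0.114). GATA matches were found in 7.36 ± 0.122, 23.3 ± 2.72 and 24.8 ± 2.01% of H3K4me1 peaks (background 8.27, 8.45 and 9.05%; exact p = 0.0179, adjusted p = 0.0429) and AP-1 matches in 8.71 ± 0.333, 9.09 ± 0.524 and 13.7 ± 0.516% (background 7.45, 6.64 and 6.73%; exact p = 0.0107, adjusted p = 0.0429). In 200 bp windows the GATA result reached an adjusted p of 0.05. OCT4-SOX17 matches were most frequent in DP (0.361 ± 0.149, 0.723 ± 0.133 and 0.389 ± 0.0972%, background 0.378, 0.412 and 0.176%; exact p = 0.0357, adjusted p = 0.0714).

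The other H3K4me1 motifs were not past the threshold either, with STAT in 1.73 ± 0.159, 2.0 ± 0.110 and 1.86 ± 0.0609% (exact p = 0.0714, adjusted p = 0.122) and TFAP2 in 4.17 ± 0.353, 3.48 ± 0.137 and 3.70 ± 0.473% (exact p = 0.121, adjusted p = 0.132). At equal numbers of peaks the TFAP2 gap rose from 0.690 to 1.33 points and came past it. In H3K27ac peaks, TFAP2 matches rose from 4.66 ± 1.39 to 8.71 ± 0.178 and 9.60 ± 0.697% (exact p = 0.00357, adjusted p = 0.0214) and OCT4-SOX2 matches fell from 0.561 ± 0.0834 to 0.193 ± 0.0461 and 0.158 ± 0.0306% (background 0.439, 0.412 and 0.433%; exact p = 0.0179, adjusted p = 0.0429). In 200 bp windows their adjusted p by the exact test was 0.05 and 0.0612. Over 3 alternatives (200 bp windows, 1 mismatch and equal numbers of peaks), the OCT4-SOX2 gap of 0.404 points ran from 0.0337 to 0.650. It was past the threshold in 2 of them. GC content of the H3K27ac windows was 51.6 ± 2.45, 59.0 ± 0.731 and 60.2 ± 1.06%. GATA, AP-1, STAT and OCT4-SOX17 in H3K27ac peaks had exact permutation p of 0.0964, 0.111, 0.114 and 0.168 (adjusted p 0.132, 0.132, 0.132 and 0.168).

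Marks were finally compared with each other within a population, with 20 random placements of each list as background. The 3 libraries of a population met the same regions of the other mark, whose spread is not in the SD or p-values. H3K9me3 peaks overlapped H3K27ac regions in 8.61 ± 0.0866% in Oct4+, 1.67 ± 0.243% in DP and 0.999 ± 0.242% in Pdgfra+ (random 6.34, 2.93 and 1.92%; exact omnibus permutation p = 0.00357, adjusted p = 0.0143), one of 11 results past the threshold among 12 tests. Equal numbers of peaks moved it most, with the Oct4+ minus Pdgfra+ gap falling from 7.61 to 2.30 points. H3K27me3 peaks overlapped H3K27ac regions in 11.97 ± 1.70, 5.81 ± 1.02 and 0.788 ± 0.366% (random 9.32, 5.14 and 2.45%; exact p = 0.00357, adjusted p = 0.0143), and with equal numbers of peaks this gap turned from 11.2 to -0.262 points (adjusted p = 0.0357). H3K4me1 peaks overlapped H3K27ac regions in 59.3 ± 6.93, 41.0 ± 4.19 and 39.9 ± 10.9% (random 7.04, 3.23 and 1.76%; exact p = 0.0429, adjusted p = 0.0468). Relative to random placement the order was the opposite, with ratios of 8.49, 12.9 and 23.1, which were not tested. The gap in percent also changed sign with equal numbers of peaks, from 19.4 to -0.279 points, and was 11.7 points without replicate 3 and 27.4 without replicate 2.

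H3K27ac peaks overlapped H3K4me1 regions in 16.9 ± 9.20, 40.0 ± 5.99 and 16.4 ± 2.26% (random 2.16, 3.24 and 0.694%, ratios 7.97, 12.4 and 23.9; exact permutation p = 0.0357, adjusted p = 0.0468), H3K27me3 regions in 1.62 ± 0.922, 4.05 ± 1.77 and 0.614 ± 0.0942% (random 1.64, 3.75 and 1.93%; exact p = 0.0429, adjusted p = 0.0468) and H3K9me3 regions in 6.57 ± 1.95, 2.94 ± 0.626 and 2.53 ± 0.664% (random 4.82, 4.40 and 4.38%; exact p = 0.0214, adjusted p = 0.0367). H3K4me1 peaks overlapped H3K27me3 regions in 5.22 ± 1.02, 7.44 ± 1.63 and 1.23 ± 0.208% (random 1.71, 3.77 and 1.83%; exact p = 0.00714, adjusted p = 0.0214) and H3K9me3 regions in 4.33 ± 0.334, 3.23 ± 0.845 and 2.13 ± 0.459% (random 4.86, 4.07 and 3.48%; exact p = 0.0143, adjusted p = 0.0286). H3K27me3 peaks overlapped H3K4me1 regions in 9.51 ± 0.217, 9.06 ± 1.85 and 0.352 ± 0.247% (random 3.02, 4.72 and 0.904%; exact p = 0.0286, adjusted p = 0.0429) and H3K9me3 regions in 1.61 ± 0.914, 3.86 ± 1.39 and 1.29 ± 1.01% (random 6.81, 6.87 and 4.80%; exact p = 0.0679, adjusted p = 0.0679). H3K9me3 peaks overlapped H3K4me1 regions in 1.74 ± 0.152, 2.10 ± 0.145 and 0.299 ± 0.0980% (random 1.98, 2.79 and 0.595%; exact p = 0.00357, adjusted p = 0.0143) and H3K27me3 regions in 0.374 ± 0.0347, 1.89 ± 0.173 and 0.458 ± 0.114% (random 1.5, 3.37 and 1.68%; exact p = 0.0107, adjusted p = 0.0257). With equal numbers of peaks, H3K4me1 at H3K9me3 (adjusted p = 0.319), H3K27ac at H3K4me1 (0.119), H3K27ac at H3K27me3 (0.0964) and H3K9me3 at H3K4me1 regions (0.137) were no longer past the threshold by the same exact test. Relative to random placement, H3K4me1 at H3K27me3 was highest in Oct4+ instead of DP (ratios 3.06, 1.96 and 0.677, not tested). Over 4 alternatives, leaving aside the block and left-out replicates, its gap fell as low as 1.55 points from 6.21. The gap of H3K27me3 at H3K4me1 fell as low as 0.846 points from 9.16. Both stayed past the threshold in all 4.

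The highest fragment coverage of any H3K9me3 list was found in Pdgfra+ at chr9:35305215-35305591, within the lincRNA Gm33838 and outside its exons, an interval singled out after its values were seen. It reached 1129, 868 and 895 in the 3 Pdgfra+ libraries, against medians of 10, 8 and 9 over their peaks, and a smaller peak there (52) was found in 1 H3K4me1 Pdgfra+ library. No Oct4+ or DP library had a peak at this interval, where the highest values anywhere were 135 to 215 in Oct4+ and 274 to 299 in DP H3K9me3 lists.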

Values the study reported

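The paper annotated primed and bivalent DP peaks to genes with a TSS within ±20 kb. It describes Nanog in DP nEnd as primed only at its super enhancer at −45 kb, with the −45 and −5 kb super enhancers both active in Oct4+ cells.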

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

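The use of equal numbers of peaks as a test of these signs, though not that setting itself, and the test of the highest against the median maximum signal were chosen only after the result was seen, while the tests on random gene lists and on repeated sequence were chosen before it. The reading of the repeated-sequence test was also set after its value was known.

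The balance between lineage lists was flagged because it differed in sign between groups. For each library, the share of endoderm genes with a peak within 20 kb of the TSS was taken away from the share of pluripotency genes. For H3K4me1 this gave 22.7 ± 4.62 points in Oct4+, -4 ± 6.93 in DP and -22.7 ± 6.11 in Pdgfra+ (n = 3 each; exact omnibus permutation p = 0.00357, unadjusted), a gap of 45.3 points between Oct4+ and Pdgfra+ (two-sided exact p = 0.10, the smallest possible). For H3K27ac it gave 38.7 ± 25.7, -21.3 ± 10.1 and -30.7 ± 10.1 points (exact p = 0.0179), a gap of 69.3 points. For H3K27me3 it gave -38.7 ± 8.33, 8 ± 0 and 9.33 ± 8.33 points (exact p = 0.0357), a gap of -46.7 points between Oct4+ and DP.

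A random choice of genes is argued against for all 3 marks, since 0, 0 and 0 of 10000 pairs of random lists of 25 genes gave gaps as large for H3K4me1, H3K27ac and H3K27me3, where the largest random gaps were 36, 41.3 and 29.3 points. Random lists came from all protein-coding genes and were not matched for lineage regulation, so only unselected genes are argued against. Cells were sorted on OCT4 and PDGFRA, and the lists hold Pou5f1 and Pdgfra. Some contrast between the lists could therefore follow from the sort itself. Unequal numbers of peaks are argued against for H3K4me1 and H3K27ac, where the gaps at equal numbers of peaks were 40 and 81.3 points with the signs still apart in every Oct4+ and Pdgfra+ library. For H3K27me3 the gap at equal numbers was -24 points, with DP libraries between -4 and 0, so that a difference between the populations and unequal numbers of peaks cannot be told apart as the source of the DP sign. What stays open is whether the lists track regulation of these genes. Expression was not analysed here.

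An interval on chromosome 9 (chr9:35305215-35305591, 377 bp) was flagged as a signal in data that the report's comparisons leave aside. It held the highest maximum signal of all 3 H3K9me3 Pdgfra+ lists, the lowest of which was 868, and had no peak in any Oct4+ or DP list. The highest maximum signal in any list of another mark was 236. Depth of the libraries is argued against, since the highest maximum signal divided by the median was at least 99.4 in the Pdgfra+ lists and at most 37.4 in the Oct4+ and DP lists. Sequence present in many copies is neither excluded nor shown. Of the 32-base words of the interval, 48.0% occur elsewhere in the genome, with a median of 1 copy, and 16, 3 and 5 of 100 random H3K9me3 peaks from Oct4+, DP and Pdgfra+ lists reached that share (medians 22.8, 12.6 and 6.46%). None of the words of the interval (0%) had 100 or more copies, against medians of 7.25, 2.67 and 1.66% in those peaks. Such sequence and a true difference between populations cannot be told apart from the lists. What stays open includes a gain in copy number in the cells sorted as Pdgfra+, which was not tested, and the difference between populations at this interval has no test of its own.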

How the results depend on the processing

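The tests under a common threshold of total signal and under class enrichment were chosen only after the result was seen. All other alternatives were fixed before the data were examined, equal numbers of peaks among them, and only the use of that setting as a test of the source of a result came later. Over 109 results and 819 alternative values, 530 kept their direction and their side of the threshold (or, for values and counts without a test, stayed within the spread or 1.5 times), 44 kept their direction but were no longer past the threshold, 15 came past it, 207 values without a test moved, and 23 changed direction. Values with 1 replicate left out were counted by the spread between replicates, and 16 of them, from 15 results not past the threshold, also changed sign and are given below. DP similarity and the DP classes could not come past the threshold in any setting, since the smallest possible p is 0.10. The H3K27ac similarity difference ran from -0.319 (50% reciprocal overlap, a share of matched peaks and not a Jaccard index) to -0.200 (without replicate 2). Differences changed sign with 1 replicate left out for H3K4me1, from -0.0759 (without 2) to 0.0347 (without 3), and for H3K9me3, from -0.0194 (without 2) to 0.0262 (without 3), and the H3K9me3 difference was -0.0635 at equal numbers of peaks. Gaps below are between the populations with the highest and the lowest main mean, and for each change the cause was not tested unless stated.

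At the common threshold of total signal, the gaps were -248 bp for H3K4me1 width, -2285 peaks, -9.28 Mb and -2413 bp for H3K27ac, and -6722 peaks for H3K9me3, all of them reversed, and the H3K9me3 width gap was 176 bp (adjusted p of the exact test 0.779, range over its alternatives 0.0429 to 0.799). Here the construction shows the cause, since the lists with the lowest thresholds lose most peaks. The H3K27me3 median width has no value at this setting, because Pdgfra+ replicate 1 had 0 peaks left. The H3K4me1 width gap rested on Pdgfra+ lists with 16, 2 and 3422 peaks left, so its sign is weakly founded. The reversed H3K9me3 peak number rested on Pdgfra+ replicate 1, which kept 29970 peaks, against 3401 and 10013 in replicates 2 and 3. Above the median total signal of the mark, the H3K9me3 gaps were -6012 peaks and 194 bp. The H3K4me1 gap was -386.5 peaks without replicate 2 and the H3K9me3 gap -27.3 Mb without replicate 1, both of the other sign.

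Consensus regions are given in the order Oct4+, DP, Pdgfra+. From at least 1 library they numbered 16889, 14482 and 10791 (H3K4me1), 78480, 13973 and 7992 (H3K27ac), 5796, 8505 and 6243 (H3K27me3) and 33731, 31439 and 32305 (H3K9me3). In all 3 libraries they numbered 2647, 3284 and 462, then 6734, 2914 and 3275, then 1361, 3340 and 751, and 11108, 6916 and 3658 for the same marks. At equal numbers of peaks they were 819, 839 and 760, then 2496, 2837 and 2843, then 1019, 1073 and 865, and 4880, 4477 and 4109. In the 50% of peaks of highest total signal they were 3596, 4032 and 1029, then 12575, 4318 and 2493, then 1478, 2816 and 1192, and 10193, 6853 and 5586. At the common threshold they were 1416, 2229 and 17, then 716, 3132 and 3330, then 181, 2335 and 27, and 7374, 6517 and 8855, with Pdgfra+ turning from lowest to highest for H3K27ac and H3K9me3. With 50% of the region covered, H3K27me3 moved to 1529 (Oct4+) and 575 (Pdgfra+). A smaller or larger number of libraries or peaks gives these shifts by construction.

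Leaving out 1 replicate, with both remaining libraries required, the H3K4me1 counts ran from 2738 (without replicate 2) to 6245 (without replicate 1) in Oct4+, from 3582 (without 3) to 7613 (without 1) in DP and from 449 (without 3) to 1536 (without 2) in Pdgfra+. H3K27ac ran from 7140 (without 2) to 22705 (without 3) in Oct4+ and from 2944 (without 1) to 8777 (without 2) in DP. H3K27me3 ran from 1412 (without 3) to 2614 (without 1), from 3388 (without 2) to 5157 (without 1) and from 767 (without 3) to 2086 (without 1). H3K9me3 ran from 11844 (without 1) to 18122 (without 3), from 7681 (without 2) to 10138 (without 3) and from 3815 (without 1) to 10186 (without 2).

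Regions in 1 population only (1254 for H3K4me1, 2431 for H3K27ac, 277 for H3K27me3 and 2743 for H3K9me3) fell to 785, 1261 and 152 for H3K4me1, H3K27ac and H3K27me3 with 50% of the region covered, to 244, 497, 184 and 1137 at equal numbers of peaks, and to 676, 1488, 154 and 1638 in the 50% of peaks of highest total signal. With 1 replicate left out, when fewer libraries have to meet the rule, they ran from 1748 (without replicate 2) to 4113 (without 1), from 3160 (without 1) to 14839 (without 3), from 352 (without 2) to 1201 (without 3) and from 4602 (without 1) to 6545 (without 3).

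Enhancer states at equal numbers of peaks had gaps of 0.747 (bivalent) and 0.593 points (both marks), with adjusted p of 0.229 and 0.143 (ranges 0.00714 to 0.229 and 0.00714 to 0.143). From at least 1 library, the active and primed gaps were 27.6 and 29.9 points (adjusted p of the exact test 0.0464 and 0.0429, ranges 0.0464 to 0.896 and 0.0429 to 0.896). With equal numbers of peaks these gaps were 0.982 and 3.52 points. The Oct4+ minus Pdgfra+ differences at DP classes that reversed with all replicates kept were -6.46 points for H3K4me1 at primed and 1.22 for H3K9me3 at bivalent regions (consensus from all 3 libraries), 8.99 for H3K27ac at active, 0.822 for H3K27me3 at bivalent and 0.352 for H3K9me3 at bivalent regions (50% of peaks of highest total signal), 0.704 for H3K27me3 and 0.352 for H3K9me3 at bivalent regions (50% covered), 1.41 for H3K27me3 at bivalent, -0.0721 for H3K9me3 at active and -0.275 for H3K9me3 at primed regions (equal numbers), and -0.0184 and 0.0275 for H3K9me3 enrichment at primed and bivalent regions. With 1 replicate left out, signs changed to 12.1 for H3K4me1 at active (without replicate 3), -12.2 at primed and -7.22 at bivalent regions (without 2), 11 for H3K27ac at active and 3.52 for H3K27me3 at bivalent regions (without 3), and for H3K9me3 to -0.189 at active and -1.18 at primed regions (without 2) and 1.23 (without 1) and 0.176 (without 3) at bivalent regions.

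Concordance of H3K27me3 was 0.0593 as a share of matched peaks with 50% reciprocal overlap (adjusted p of the exact test 0.168, range 0.0143 to 0.168). For gene lists at equal numbers of peaks, the gaps were 11.3 (H3K4me1 pluripotency), 23.7 (H3K4me1 endoderm, adjusted p of the exact test 0.0514, range 0.0161 to 0.243), 8.98 (H3K4me1 trophectoderm), 41.8 (H3K27ac pluripotency) and 33.3 points (H3K27me3 endoderm), of which all but H3K4me1 endoderm came past the threshold. In the 50% of peaks of highest total signal they were 25.5 (H3K4me1 pluripotency), 43.2 (H3K27ac pluripotency), 36.8 (H3K27ac endoderm), 36.8 (H3K27me3 endoderm), these 4 past the threshold, and -0.501 (H3K27ac trophectoderm, reversed). H3K4me1 gave 31.0 points at pluripotency genes within 50 kb (past the threshold) and 7.23 at endoderm genes within 5 kb. The sign changed for H3K27ac at trophectoderm genes without replicate 3 (-1.66) and for H3K27me3 at pluripotency genes without replicate 1 (-1.46). H3K27ac at pluripotency genes gave 19.4 points within 50 kb. H3K27me3 at endoderm genes ran from 41.4 (without replicate 3) to 54.5 points (without replicate 1).

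For motifs, 1 mismatch gave 0.0717 points for H3K4me1 OCT4-SOX2 and -0.0254 for H3K27ac OCT4-SOX17 (reversed). Windows of 200 bp gave 12.6 (H3K4me1 GATA), 0.213 (H3K27ac OCT4-SOX2) and 2.5 points (H3K27ac TFAP2), and equal numbers of peaks 1.33 (H3K4me1 TFAP2, past the threshold), -0.271 (H3K27ac STAT, reversed) and 3.64 (H3K27ac GATA, past the threshold). H3K27ac OCT4-SOX2 ran from 0.352 (without replicate 3) to 0.462 (without replicate 2).

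For co-occurrence at equal numbers of peaks, the gaps were -0.279 (H3K4me1 at H3K27ac, reversed), 0.590 (H3K4me1 at H3K9me3), 3.38 (H3K27ac at H3K4me1), 0.715 (H3K27ac at H3K27me3), -0.262 (H3K27me3 at H3K27ac, reversed), 1.11 (H3K27me3 at H3K9me3, past the threshold) and 0.207 points (H3K9me3 at H3K4me1). With 50% of the peak covered, H3K4me1 at H3K27ac gave 16.9 and H3K27ac at H3K27me3 2.79. In the 50% of peaks of highest total signal, H3K4me1 at H3K9me3 gave 0.724 and H3K27ac at H3K27me3 1.82. With regions from all 3 libraries, H3K4me1 at H3K27ac gave 1.77 and H3K27me3 at H3K9me3 1.48 (past the threshold). H3K4me1 at H3K27ac ran from 11.7 (without replicate 3) to 27.4 (without replicate 2), and H3K27me3 at H3K9me3 from 1.46 (without 1) to 3.81 (without 3). Median widths ran from 44.5 (without 2) to 1438 bp (without 3) for H3K4me1 and from -294.5 (without 1) to 5954 bp (without 3) for H3K27me3.

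With the replicate number as a block, no value changes and the smallest possible p is 0.0278 (pairs 0.25), so that fewer results can come past the threshold. Libraries sharing a number did not deviate together: the correlation of their deviations was over 0.1 in 2 (H3K4me1), 1 (H3K27ac), 1 (H3K27me3) and 0 (H3K9me3) of 9 pairs, and the numbers were not taken to pair the libraries. The block gave adjusted p of 0.333 for H3K9me3 width (1080 bp), 0.0556 for concordance (0.0885, 0.0893, 0.0815 and 0.0957), 0.0556 for bivalent (3.72) and both marks (0.776), 0.167 for H3K4me1 at endoderm genes (32.3), 0.111 for H3K4me1 OCT4-SOX2 (0.961), H3K4me1 AP-1 (4.97) and H3K27ac TFAP2 (4.94), 0.167 for H3K4me1 GATA (17.4) and 0.133 for H3K27ac OCT4-SOX2 (0.404). For co-occurrence it gave 0.0667 for H3K4me1 at H3K27me3 (6.21) and at H3K9me3 (2.2), H3K27me3 at H3K27ac (11.2) and H3K9me3 at H3K4me1 (1.80) and at H3K27ac (7.61), 0.0952 for H3K27ac at H3K9me3 (4.04) and H3K9me3 at H3K27me3 (1.51), 0.111 for H3K4me1 at H3K27ac (19.4) and H3K27me3 at H3K4me1 (9.16), 0.133 for H3K27ac at H3K4me1 (23.7) and 0.139 for H3K27ac at H3K27me3 (3.44). In population-specific regions, 1, 3, 1 and 3 of 36 blocked partitions gave as many regions as the populations, for H3K4me1, H3K27ac, H3K27me3 and H3K9me3.

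Sequencing depth is unknown, which limits every comparison of presence. The highest lowest-listed total signal was 3.36, 5.14, 11.5 and 2.40 times the lowest for H3K4me1, H3K27ac, H3K27me3 and H3K9me3, so a region missing from 1 list can still carry signal below that list's threshold.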

Other observations

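The tests with splits of the libraries and with common thresholds, and the use of equal numbers of peaks as a test on DP H3K27ac, though not that setting itself, were chosen only after the result was seen, while those outside promoters and that of H3K9me3 at H3K27ac regions were chosen before it.

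Whether the population-specific regions come from any grouping of the libraries was tested with 100 splits of the 9 libraries into sets of 3, the real one included. As many regions were found in 1 split for H3K4me1 (1254 regions, highest other 1055), 4 for H3K27ac (2431, highest other 2580), 1 for H3K27me3 (277, highest other 258) and 3 for H3K9me3 (2743, highest other 3261). With fewer than 5 of 100 splits in each case, chance is argued against. Over all 280 partitions, 2, 5, 2 and 4 gave as many, and every one of them kept the 3 Oct4+ libraries together. With the Oct4+ libraries apart, the highest counts were 1009, 588, 259 and 868. For all 4 marks, another division of the DP and Pdgfra+ libraries therefore gave as many regions as the real one or more. For H3K27ac and H3K9me3 the real division was not the one with the most regions. Keeping the Oct4+ libraries together was thus the only feature shared by all partitions with as many regions. For H3K27me3 the margin was small (277 against 259), and 210 of its regions were specific to DP. Of the 10 partitions that kept Oct4+ together, most gave fewer regions for H3K4me1 and H3K27me3.

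A lower total signal of the weakest listed peaks in Oct4+ lists was tested as the source of the peak numbers and widths. At the common threshold, Oct4+ had fewer H3K27ac peaks than Pdgfra+ (difference -2285), and the H3K9me3 width gap was 176 bp, but the setting itself leads to this. The threshold is the lowest total signal of 1 Pdgfra+ list, which loses no peak, and signal summed over bases selects on width. Thresholds of the lists and a difference between populations therefore cannot be told apart as the source of either result. The H3K9me3 widths came past the adjusted threshold with the full lists and under neither stricter minimum of total signal (adjusted p of the exact test over the alternatives 0.0429 to 0.799).

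Unequal numbers of peaks and promoter-rich lists were tested as sources of the nearness of DP to Pdgfra+ in H3K27ac. At 3079 peaks per library the Jaccard difference was -0.256, and at 851 peaks outside promoters it was -0.228, with every Pdgfra+ library above every Oct4+ library. Both explanations are argued against. The same tests on H3K27ac at primed DP regions left Oct4+ ahead by 6.67 points at equal numbers and by 3.97 points outside promoters (4.69 against 0.716%), again with all libraries apart, which argues only against these 2 sources. Primed regions were chosen for having no listed DP H3K27ac region, and DP lists resemble Pdgfra+ lists, so that the few H3K27ac peaks there in Pdgfra+ may come from the choice itself. Selection was not tested and stays open.

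H3K9me3 peaks of Oct4+ libraries met H3K27ac regions more often than random placement. At equal numbers of peaks the lowest ratio among Oct4+ libraries was 2.56 (means 2.66 ± 0.0920 in Oct4+, 0.877 ± 0.0484 in DP and 0.580 ± 0.128 in Pdgfra+), so unequal numbers of peaks are argued against. Mixed cells in a sort, alleles in different states, and tagging of open chromatin stay open and were not tested.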
